A study of Mus musculus with 36 samples. Its data were reported in "HLA-DRB1 allelic epitopes that associate with autoimmune disease risk or protection activate reciprocal macrophage polarization" (2021).

How the data were processed

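RAW264.7 cells, a mouse macrophage cell line, were profiled by RNA-seq in 2 series, one with IFNγ and one with Il-4, each with 3 groups (PBS, 65–79*SE and 65–79*PE) of 6 libraries. The authors made stranded, poly(A)-selected libraries by their methods, sequenced them as single-end reads, and counted uniquely aligned reads per gene with featureCounts of the Rsubread package and GENCODE annotation. The aligner and the strand option of the counting were not stated. The deposited values were whole-number counts of reads per gene, not normalized, in 1 table per series with 18 libraries each. Both tables listed the same 49568 gene names, of which 47214 (95.25%) were symbols in GENCODE release M21 of GRCm38. A spreadsheet had turned 26 gene names into dates, and these were kept under the names given. Coordinates, gene identifiers and gene classes were taken from release M21 by symbol, so they are those of a later release than the one the authors counted on. The deposited tables carried no gene identifiers.

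Groups were taken from the sample labels. Within each group, replicates 1–3 and replicates 4–6 were named by different schemes, and the study stated that its replicates came from separate experiments. The scheme, called the label set here, was therefore a term in each model. The labels gave the control as PBS with the cytokine of its series in the title. The study's legend could be read as cytokine in every arm and its methods as cells with or without cytokine, so whether PBS cells received the cytokine was not settled by the text. Contrasts against PBS are reported as labelled.

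Total counts per library ran from 20.67 to 63.16 M in the IFNγ series and from 17.05 to 30.64 M in the Il-4 series. A gene with a count of 0 could have had up to 3 counts at 95% confidence, which was 0.0542 to 0.166 CPM (counts scaled to the library total) in the IFNγ libraries and 0.0954 to 0.173 CPM in the Il-4 libraries. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Folds against a group at or under the floor in every library were computed against the floor and are lower bounds.

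Counts were analysed in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest), TMM normalization and the filterByExpr filter. It kept 15949 genes in the IFNγ series and 13494 in the Il-4 series. Each model held the 18 libraries of a series, so the 3 groups shared one estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5 in either direction, the thresholds the study used with DESeq2. Each contrast was also fitted in replicates 1–3 alone and in replicates 4–6 alone, and a separate model tested whether a contrast differed between the label sets. The difference in 65–79*SE against 65–79*PE between the series was tested in 1 model of the 24 peptide libraries over both tables, on 15916 genes. The tables were counted separately, so only the contrasts, not the levels, were tested across them. List scores and shares of counts are set side by side for the tables without a test.

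Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) on log2 CPM with a prior count of 2, with fry as a check and adjustment over the tests of each set of libraries. The 8 lists were the M1 markers (9 genes) and M2 markers (4 genes) the study measured by PCR, the IFNγ response (24), the Il-4 response (19), NF-κB targets (33), the type I interferon response (18), the endotoxin response (18) and cholesterol synthesis (20). Of these genes, 7 M1 markers, 4 M2 markers, 1 gene of the IFNγ list, 4 of the Il-4 list, 5 of the NF-κB list and 5 of the endotoxin list were also in another list, and none of the other 2 lists. Counted over each whole list, 2 M1 markers, 2 genes of the IFNγ list, 6 NF-κB targets, 1 type I interferon gene and 1 cholesterol gene were in a list the study drew from these libraries. One gene of the endotoxin list, Irg1, was absent from the tables under that name. Of 48 planned list tests, 3 were not run because fewer than 2 genes of the list passed the filter. A list score of a library is the mean log2 CPM of the list's genes. A further 8 lists held genes that the study named as specific to one peptide, and these were only counted.

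The genes named in the text followed a rule. It took the M1 and M2 markers and, per contrast, up to 3 called genes with the largest rise and up to 3 with the largest fall. Each needed a mean of at least 10 CPM over both groups and every library of one group above every library of the other within each label set, which chance gives for 0.5% of genes. Other genes that are named were chosen after their values were seen, and the text says so. The groups, the main design, the alternatives, the lists and the naming rule were fixed before the data were examined.

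The alternatives were RLE size factors, DESeq2 1.42.0, no low count filter, at least 10 counts in every library, no label set term, the replicate number as a block, each label set alone, protein-coding genes only, only the 2 groups compared, no fold limit, a fold over 2, an estimated correlation for camera, and each replicate number left out in turn. A fit without replicate 4 of 65–79*SE in the Il-4 series alone was added after the data were seen, as were the fits that adjusted the markers over their list without it or in each label set, and the comparisons of libraries between groups, label sets and tables. Libraries of each table were compared pairwise. Within a group and label set the lowest chi-square per gene was 5.30 in the IFNγ series and 8.16 in the Il-4 series. Between groups of a label set it was 15.0 and 8.33, and between label sets 757 and 477, where counting noise alone gives about 1, so no library was a copy of another in the same table. The tables were counted separately, so this was not done across them. For the 9 libraries of replicates 1–3 that carry the same column name in both tables, the deviations from the mean of group and label set had a Pearson r of -0.278 to 0.0548 across 13079 genes, and -0.142 to 0.282 for pairs of other replicate numbers. Genes are not independent replicates. Libraries with the same name thus did not deviate together.

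The tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed. Genes were counted at the adjusted p with no fold limit. For 65–79*SE against 65–79*PE, 67.2% of 67 genes changed 2-fold passed in the IFNγ series, with 5 false passes among 15949 genes. In the Il-4 series 79.1% of 67 passed, with 4 false passes among 13494. With replicates 1–3 alone these shares were 49.3% and 70.1%. Counts were drawn with the spread of the main fit. For IFNγ its biological coefficient of variation was 0.1706, against 0.09566 with a mean per group and label set. The IFNγ shares, that of replicates 1–3 included, may therefore be too low. In 10 draws the counts of 200 genes in the real Il-4 libraries of one peptide were also thinned by known folds and tested again. For the difference between the series, 61.5% of 52 genes changed 2-fold were recovered. The correlation that shared PBS libraries give to unchanged groups was taken from 10 simulations. Other splits of the libraries were refitted, up to 100 per result. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The human cell data of the study were not analysed here.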

Results

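RAW264.7 cells, a line of mouse macrophages, were used to ask whether short peptides from human HLA-DRβ chains change macrophage polarization on their own. The peptide 65–79*SE carries the shared epitope, a sequence of HLA-DRB1 alleles linked to rheumatoid arthritis risk, and 65–79*PE carries the protective epitope found in alleles linked to protection. Peptides were given at 100 µg/ml with IFNγ at 5 ng/ml, an M1 (pro-inflammatory) stimulus, or with Il-4 at 5 ng/ml, an M2 (tissue repair) stimulus, and RNA was taken at 72 h. Counts per gene were obtained by RNA-seq for 36 libraries in 6 groups of 6. Each series, IFNγ or Il-4, had a PBS group and a group per peptide. Mean total counts were 37.8 ± 14.3 M (SD, n = 6) for PBS, 29.5 ± 5.29 for 65–79*SE and 32.9 ± 5.54 for 65–79*PE in the IFNγ series. In the Il-4 series they were 22.3 ± 3.65, 24.1 ± 2.11 and 25.2 ± 4.52 M. Values below are counts scaled to the library total by TMM (CPM), with the SD over libraries, and positions are those of GRCm38.

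Replicates 1–3 and 4–6, which the labels name by different schemes, differed in their RNA content in every group. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, summed to 158 ± 4.95 CPM (SD, n = 3) in PBS replicates 1–3 of the IFNγ series and to 4042 ± 1373 CPM in replicates 4–6. In PBS of the Il-4 series the values were 75.5 ± 27.0 and 9350 ± 4744 CPM. The small cytoplasmic RNA gene Rn7s1 took 6.41% ± 0.533 of the counts in PBS replicates 4–6 of the IFNγ series and 0.000513% ± 0.000240 in replicates 1–3. In PBS of the Il-4 series it took only 0.00171% ± 0.000544 in replicates 4–6, and 0 counts in replicates 1–3, so it did not reach such a share there. Protein-coding genes held 85.3% ± 0.155 and 67.1% ± 1.54 of the counts in these sets, and 96.7% ± 1.11 and 83.3% ± 4.41 in the Il-4 series. The label sets are therefore treated as batches.

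**Figure D1:**
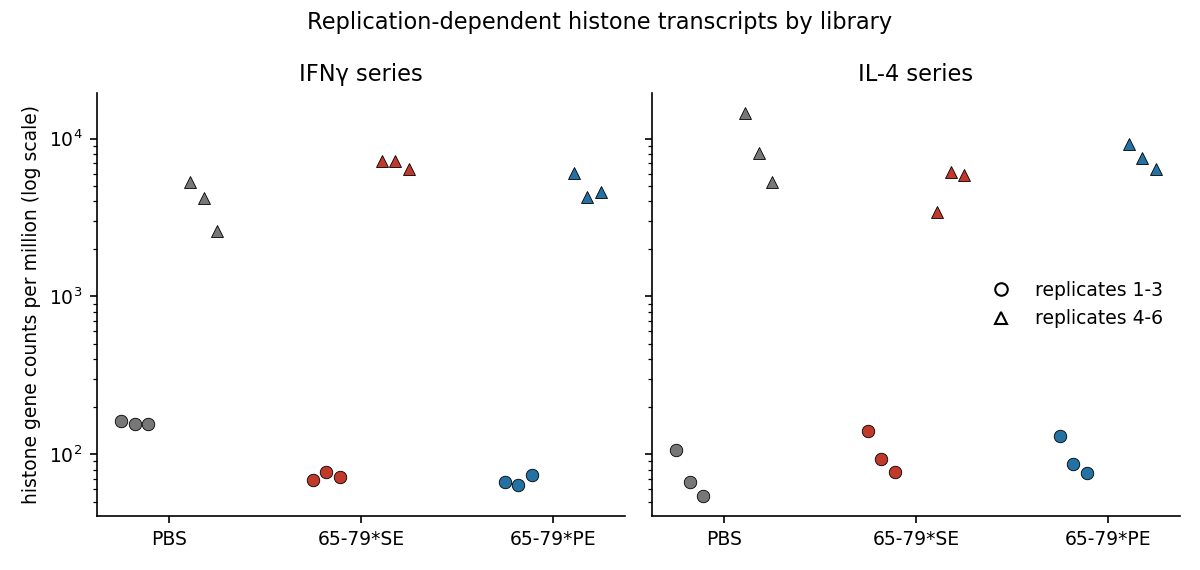
Summed CPM of replication-dependent histone genes per library on a log axis, by group, with replicates 1–3 and 4–6 marked apart. Libraries of replicates 4–6 lie above those of replicates 1–3 in all 6 groups.

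A list of 24 genes induced by IFNγ was scored in each library as the mean log2 CPM. In the IFNγ series the score was 1.35 ± 0.15 (SD, n = 6) for PBS and 6.10 ± 0.10 for 65–79*PE. The libraries labelled 65–79*SE fell apart by label set, with 6.09 ± 0.06 (SD, n = 3) in replicates 1–3 and 1.39 ± 0.24 in replicates 4–6. In the same sets 65–79*PE scored 6.02 ± 0.02 and 6.18 ± 0.08, and PBS 1.28 ± 0.06 and 1.41 ± 0.21. The libraries labelled 65–79*SE, replicates 4–6, thus did not differ from PBS by more than the spread between replicates on this list, while the other peptide libraries with IFNγ did. PBS of the Il-4 series scored 1.43 ± 0.10, close to PBS of the IFNγ series, although the tables were counted separately. On a list of 19 genes induced by Il-4, PBS scored -1.09 ± 0.18 in the IFNγ series and -0.91 ± 0.06 in the Il-4 series, against 1.44 ± 0.27 for 65–79*SE and 1.33 ± 0.34 for 65–79*PE with Il-4. PBS libraries thus carried the response to neither cytokine, and a contrast against PBS holds the cytokine together with the peptide. Only 65–79*SE against 65–79*PE compares peptides with the same cytokine on the label.

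**Figure D2:**
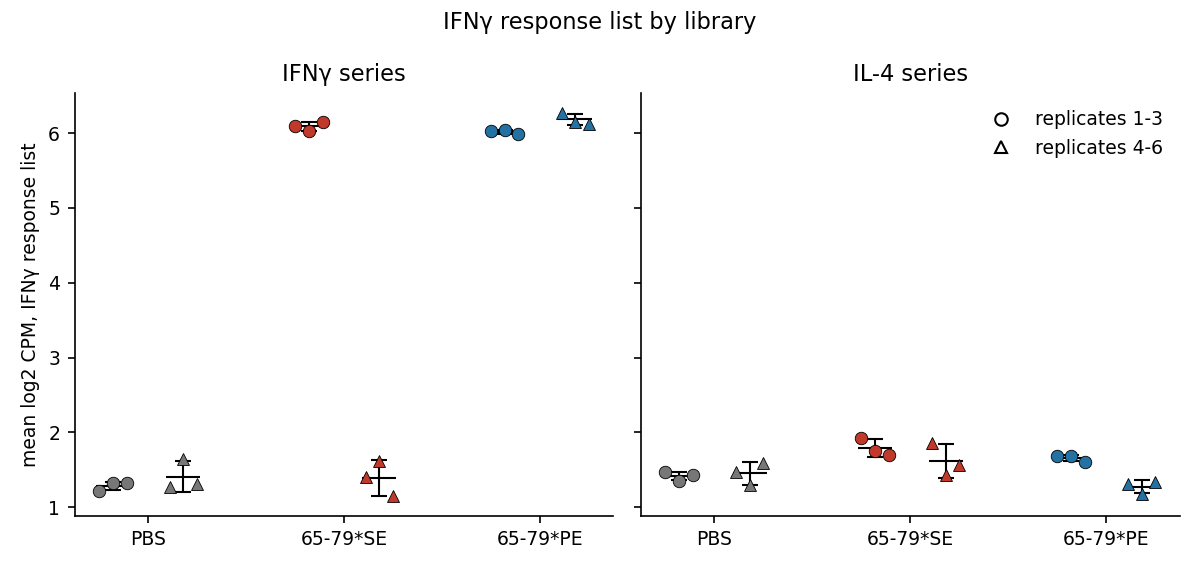
Score of the IFNγ response list (mean log2 CPM) for each library of both series, by group, with bars for the mean and SD of each label set. The libraries labelled 65–79*SE, replicates 4–6, of the IFNγ series sit at the level of PBS, from 1.14 to 1.62, and replicates 1–3 from 6.03 to 6.15.

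The first comparison asked which genes 65–79*SE with IFNγ changed against PBS. Over all libraries 569 of 15949 genes were called, 452 higher and 117 lower. This count was the least stable of the series. It was 3505 in replicates 1–3 (1935 higher, 1570 lower) and 112 in replicates 4–6 (37 higher, 75 lower). Leaving out a replicate number in all groups moved it most in proportion: without replicate 1, 2 or 3 it was 29, 14 and 16, and without replicate 4, 5 or 6 it was 884, 785 and 1108. Of the 569 genes, 547 were also called in replicates 1–3 alone and 22 in replicates 4–6 alone. The log2 fold changes in the 2 label sets had a Pearson r of -0.169 across 15835 genes, which are not independent replicates. Of genes called in both, 19 moved the same way and 59 the opposite way. The difference between label sets was past an adjusted p of 0.05 for 5996 genes (edgeR quasi-likelihood test, Benjamini-Hochberg).

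By the naming rule the largest rises were in Aif1, C3 and Clec7a. Aif1 (ENSMUSG00000024397.14, GRCm38 chromosome 17, 35170991 to 35176068, minus strand) rose from 1.21 ± 0.549 CPM (SD, n = 6) in PBS to 31.6 ± 33.2 with 65–79*SE, a log2 fold change of 4.08 (SE 0.77, adjusted p 0.00735). It was 5.23 in replicates 1–3 and 0.81 in replicates 4–6. C3 (chromosome 17, 57203970 to 57228136) changed by 2.57 (SE 0.56, adjusted p 0.0139), with 3.37 and 0.89 in the label sets. Clec7a (chromosome 6, 129461591 to 129472779), annotated as a polymorphic pseudogene in the reference strain, changed by 1.74 (SE 0.45, adjusted p 0.0269), with 2.82 and 0.11. The largest falls were in Ctsk (chromosome 3, 95499256 to 95509362), Acp5 (chromosome 9, 22126727 to 22135711) and Spink5 (chromosome 18, 43963235 to 44022501). Ctsk fell from 63.3 ± 3.26 to 9.93 ± 1.31 CPM in replicates 1–3 and from 44.3 ± 8.85 to 28.4 ± 2.38 CPM in replicates 4–6, a pooled log2 fold change of -1.54 (SE 0.30, adjusted p 0.00808), with -2.64 and -0.64 in the label sets. Acp5 changed by -1.35 (SE 0.17, adjusted p 0.000778), with -1.84 and -0.85 in the label sets, and Spink5 by -1.15 (SE 0.33, adjusted p 0.0403), with -1.97 and -0.61. The SD of the pooled 65–79*SE values of Aif1 exceeded their mean because the label sets differed. Aif1, C3, Clec7a, Ctsk and Spink5 each lost the call when replicate 1, 2 or 3 was left out, with adjusted p up to 0.10, 0.124, 0.194, 0.101 and 0.193, and Acp5 did not lose it in any of these fits.

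The same question for 65–79*PE with IFNγ gave 2076 called genes, 1044 higher and 1032 lower. There were 3045 in replicates 1–3 and 1685 in replicates 4–6, and 1133 genes were called in both sets in the same direction against 8 in opposite directions. Pearson r between the label sets was 0.694 across genes. A difference between label sets was found for 1979 genes. The largest rises were in H2-Aa, H2-Ea-ps and Ly6a, which were near the floor in PBS, so their fitted fold changes are not given. H2-Aa (chromosome 17, 34282744 to 34287823, minus strand), an MHC class II gene, was at 0.115 ± 0.0915 CPM in PBS and 651 ± 201 with 65–79*PE (adjusted p 5.15e-05). H2-Ea-ps (chromosome 17, 34341959 to 34344645), a polymorphic pseudogene in the annotation, was at or under 3 counts in every PBS library and at least 1719-fold higher with 65–79*PE. Ly6a (chromosome 15, 74994877 to 74998031) was at 0.0379 ± 0.0418 and 179 ± 70.7 CPM (adjusted p 3.73e-05). The largest falls were in Spink5 with a log2 fold change of -2.96 (SE 0.36, adjusted p 2.73e-05), Ctsk with -2.85 (SE 0.31, adjusted p 9.36e-06) and Igfbp4 (chromosome 11, 99041244 to 99054392) with -2.67 (SE 0.54, adjusted p 0.00128). Their log2 fold changes in replicates 1–3 and 4–6 were -2.36 and -3.76, -2.79 and -2.89, and -2.55 and -2.83.

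The direct comparison of the peptides with IFNγ called 509 genes, 322 higher and 187 lower in 65–79*SE. It called 933 (688 higher, 245 lower) in replicates 1–3 and 2150 (920 higher, 1230 lower) in replicates 4–6. Omitting the label set term moved the pooled count most in proportion, to 83, and without replicate 4 or without replicate 5 it was 296. The changes did not hold across label sets: Pearson r was -0.0472 across genes, 46.3% of the genes called in replicates 1–3 had the same sign in replicates 4–6, and among genes called in both 133 moved the same way and 190 the opposite way. A difference between label sets was found for 4885 genes. Tspan10 (chromosome 11, 120442644 to 120446950) had the largest rise under the naming rule, from 4.55 ± 1.57 CPM with 65–79*PE to 16.9 ± 5.37 with 65–79*SE, a log2 fold change of 1.93 (SE 0.26, adjusted p 0.000203), with 1.17 and 2.60 in the label sets. Spink5 changed by 1.81 (SE 0.36, adjusted p 0.00409), with 0.39 and 3.15. Ndrg4 (chromosome 8, 95676980 to 95715119) changed by 1.63 (SE 0.29, adjusted p 0.00210), with 0.49 and 2.69. The largest falls were in H2-DMb1, Ciita and H2-DMb2, all of the MHC class II pathway. Ciita (chromosome 16, 10480059 to 10528418) was at 8.86 ± 0.912 CPM with 65–79*SE and 13.1 ± 0.627 with 65–79*PE in replicates 1–3, and at 0.0343 ± 0.0300 and 24.6 ± 3.60 CPM in replicates 4–6. H2-DMb1 (chromosome 17, 34153072 to 34160230) changed by -2.79 (SE 0.83, adjusted p 0.0391), with -0.52 in replicates 1–3, and was at 0.219 ± 0.225 against 54.7 ± 8.03 CPM in replicates 4–6. H2-DMb2 (chromosome 17, 34143307 to 34151555) lies beside H2-DMb1 and is a near-identical copy of it, so the values of both are uncertain. In replicates 4–6 the libraries labelled 65–79*SE were near the floor for all 3 genes, and each gene lost the call when replicate 4, 5 or 6 was left out (adjusted p up to 0.153).

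**Figure D3:**
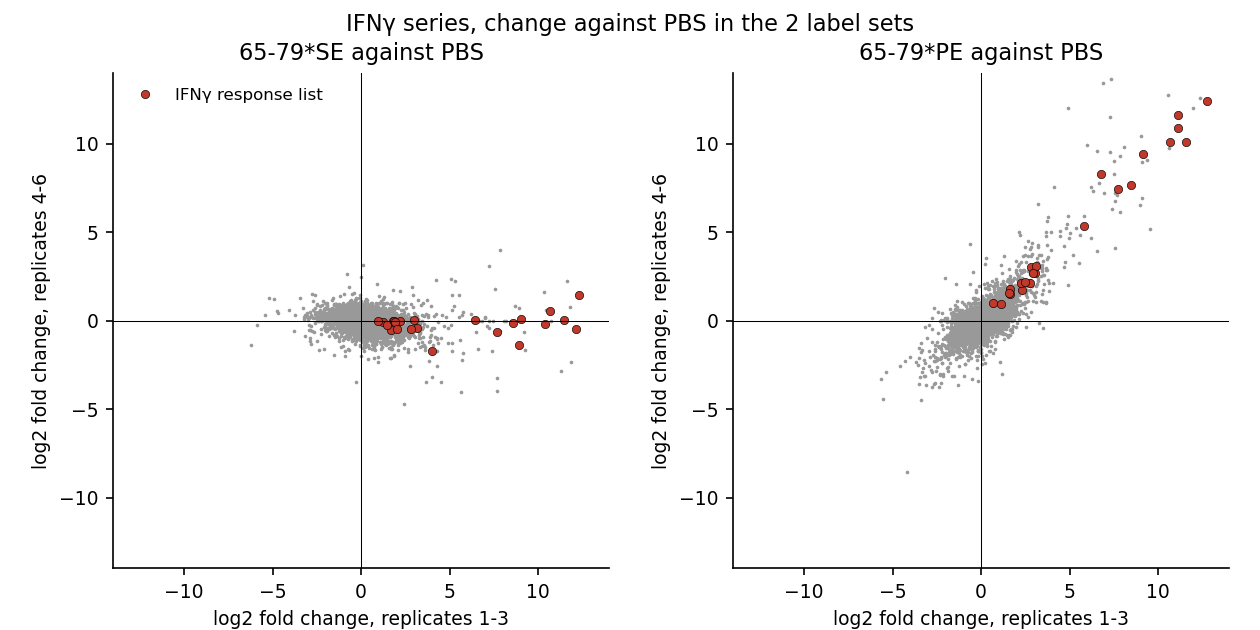
Log2 fold change against PBS in replicates 1–3 (horizontal axis) and replicates 4–6 (vertical axis) in the IFNγ series, for 65–79*SE (left) and 65–79*PE (right), each grey point a gene and each red point a gene of the IFNγ response list. The points of 65–79*PE follow the diagonal, with r of 0.694 across genes, and those of 65–79*SE lie along the horizontal axis, with r of -0.169.

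M1 markers were genes the study measured by PCR in macrophages of transgenic mice, under other stimuli and times than here. In RAW264.7 cells the paper reports PCR for fewer genes. With 65–79*SE and not 65–79*PE, it found Nos1 (as printed), Cxcl10, Ccl2 and Il1b raised under M1 conditions. Under M2 conditions it reports that Mgl2 rose selectively with 65–79*PE. Of the 9 M1 markers 6 passed the count filter in the IFNγ series. With 65–79*PE against PBS 4 were called higher, as were 6 in replicates 1–3 and 4 in replicates 4–6. With 65–79*SE against PBS 0 were called (4 at an unadjusted p under 0.05, and 2 adjusted over the list alone), against 5 called higher in replicates 1–3 and 2 called lower in replicates 4–6. Nos2 (chromosome 11, 78920787 to 78960254) shows the pattern. In replicates 1–3 it was at 14.7 ± 8.38 CPM (SD, n = 3) in PBS, 277 ± 23.4 with 65–79*SE and 162 ± 12.1 with 65–79*PE. In replicates 4–6 it was at 13.1 ± 11.2, 2.28 ± 0.825 and 78.9 ± 3.20 CPM. Cxcl10 (chromosome 5, 92346638 to 92348889) was higher with 65–79*SE than with 65–79*PE by 1.23 (log2) in replicates 1–3 and lower by a log2 fold change of -3.83 in replicates 4–6. The pooled changes of Nos2 and Cxcl10 between the peptides were -0.74 (SE 0.93, adjusted p 0.675) and -0.10 (SE 0.64, adjusted p 0.951). Ccl2 and Tnf also reversed, from 0.48 to -1.98 and from 0.43 to -0.86. Il6 changed by -0.19 and -3.74. Only Il23a (chromosome 10, 128296139 to 128298752) was called in the pooled direct comparison. It was lower with 65–79*SE by a log2 fold change of -0.97 (SE 0.29, adjusted p 0.0401), with -0.90 and -1.10 in the label sets, and lost the call without replicate 2, 3, 4 or 5 (adjusted p 0.0108 to 0.128). The call of Nos2 for 65–79*PE against PBS was lost without replicate 2 (adjusted p 0.0554). Il1b, Il12a and Il12b did not pass the filter, with Il12a at 0 counts in all 18 libraries. Of the 4 M2 markers only Mgl2 passed and was not called in any pooled contrast or in replicates 1–3. In replicates 4–6 it was called lower with 65–79*PE than in PBS, and higher with 65–79*SE than with 65–79*PE.

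The study read genes called for one peptide only as specific to it, so the direct comparison was put beside these genes. In the IFNγ series 133 genes were called for 65–79*SE only, of which 46 also differed between the peptides at an adjusted p under 0.05 in the same direction. For 65–79*PE only, the numbers were 1640 and 516, and 433 genes were called for both peptides in the same direction. They were 1307 and 704 in replicates 1–3 for 65–79*SE only, 847 and 329 for 65–79*PE only, and 2192 for both. In replicates 4–6 they were 63 and 51, 1636 and 1370, and 37. Most genes called for one peptide only in the pooled data were not shown to differ between peptides. The changes against PBS of the 2 peptides had a Pearson r of 0.882 across genes, where sharing the PBS libraries alone gave 0.49 in simulations of unchanged groups. In replicates 1–3 it was 0.901 against 0.503, and in replicates 4–6 it was 0.0991 against 0.472. In these simulations 0 genes were called for both peptides, and on average 159 of them were past an unadjusted p of 0.05 for both over all libraries. The simulated groups lacked the cytokine response that most peptide libraries carried against PBS. An r above the simulated value can come from that shared response and does not show that the peptides act alike.

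Of 78 genes that the study named as specific to a peptide with IFNγ, 76 were tested and 33 were called in the named direction against PBS. In the direct comparison 33 were past the threshold over all genes, and 42 adjusted over the list alone. Of the 76 genes, 68 were called against PBS in replicates 1–3 and 58 differed directly (65 adjusted over the list alone). In replicates 4–6, 24 of 74 were called, 38 differed directly (39 adjusted over the list alone) and 23 differed in the opposite direction. Genes named as raised by 65–79*SE were called in 20 of 24 cases in replicates 1–3 and 1 of 23 in replicates 4–6. Genes named as lowered by it were called in 15 of 16 cases in replicates 1–3, and 13 of the 16 differed directly in the opposite direction in replicates 4–6. Genes named as raised by 65–79*PE were called in 17 and 8 of 19, and genes named as lowered by it in 16 of 17 and 15 of 16. The study picked these genes from these libraries, so the counts are not independent evidence.

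Gene lists were tested for a shift in each contrast with camera, and 20 of 45 tests were past an adjusted p of 0.05 over all libraries, of which 12 also held under fry. There were 24 in replicates 1–3 (23 also under fry) and 28 in replicates 4–6 (15 also under fry). In the IFNγ series the IFNγ response rose against PBS with 65–79*PE by a median log2 fold change of 2.92 (23 of 23 genes, adjusted p 8.68e-18, with 3.03 and 3.05 in the label sets) and with 65–79*SE by 1.36 (23 of 23 genes, adjusted p 3.15e-12). For 65–79*SE the median was 3.16 in replicates 1–3 and -0.08 in replicates 4–6, where 7 of 23 genes were higher (adjusted p 0.0248, not under fry). Setting genes near the floor to their bound changed the last median to -0.06 and left the other medians of this list as they were. With 65–79*SE in replicates 4–6, M1 markers (-1.33, 0 of 6 genes higher, fry adjusted p 0.0134), NF-κB targets (-0.37, 5 of 32 higher, 0.0194) and the type I interferon response (-0.45, 1 of 18 higher, 0.0423) were lower than in PBS by both camera and fry. The same lists were higher in replicates 1–3, by 2.75, 0.80 and 1.70, also by both. Cholesterol synthesis genes fell against PBS with both peptides, with medians of -0.52 (17 of 20 genes lower) for 65–79*PE and -0.44 (18 of 20 lower) for 65–79*SE, and for 65–79*SE with -0.84 in replicates 1–3 and -0.06 in replicates 4–6. For 65–79*PE it was -0.63 and -0.25. M1 markers rose with 65–79*PE by 1.97, with 1.65 and 1.75 in the label sets. The endotoxin response rose with 65–79*SE by 0.48, which did not hold under fry and was 2.94 in replicates 1–3 and -0.67 in replicates 4–6. Between the peptides the IFNγ response (-1.66, with -0.13 and -3.17 in the label sets) and the M1 markers (-1.07, not under fry, with 0.49 and -2.73) were lower with 65–79*SE.

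Within replicates 1–3 the direct comparison gave another picture. NF-κB targets (median 0.43, 27 of 33 genes higher, adjusted p 7.00e-08), the type I interferon response (0.52, 18 of 18, adjusted p 3.86e-08) and the endotoxin response (0.97, 12 of 13, adjusted p 4.41e-07) were higher with 65–79*SE, and cholesterol synthesis was lower (-0.23, 3 of 20 higher, adjusted p 4.13e-05). All 4 held under fry. The IFNγ response as a list was not shifted (-0.13, 11 of 23 higher, adjusted p 0.917). In replicates 4–6 the NF-κB targets (-0.22) and the type I interferon response (-0.71) were lower with 65–79*SE, and cholesterol synthesis was higher (0.25). The endotoxin response was lower there by fry (-1.71, adjusted p 0.009996) and not by camera (adjusted p 0.122). The Il-4 response was not called by camera in the IFNγ series. Under fry it was higher with 65–79*SE than with 65–79*PE over all libraries (0.30, adjusted p 0.00631). This held in replicates 1–3 (0.50, 0.00133) and not in replicates 4–6 (0.23, 0.0959). Against PBS, fry called it lower with 65–79*PE over all libraries (-0.32, 0.000984) and in neither label set. With 65–79*SE fry called it higher in each label set (medians -0.0505 and 0.0688) and not over all libraries. Of the lists, 7 of 9 M1 markers, 5 of 33 NF-κB targets and 5 of 18 endotoxin genes are in another list, and 6 NF-κB targets were also named by the study. All 4 M2 markers are in the Il-4 response list.

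In the Il-4 series 418 of 13494 genes were called for 65–79*SE against PBS (254 higher, 164 lower) and 587 for 65–79*PE (292 higher, 295 lower). For 65–79*SE the count was 795 in replicates 1–3 and 141 in replicates 4–6, and for 65–79*PE it was 488 and 302. Without the label set term the counts were 62 and 113, in proportion the largest change among the alternatives. Without replicate 2 the count for 65–79*SE was 234, and without replicate 5 that for 65–79*PE was 384. Genes called in both label sets moved the same way, 71 for 65–79*SE and 127 for 65–79*PE with 0 opposite. Over all genes the label sets agreed less. Pearson r across genes was 0.178 for 65–79*SE (Spearman rho 0.0137) and 0.384 for 65–79*PE (0.331), and 62.2% of 773 and 92.1% of 479 genes called in replicates 1–3 had the same sign in replicates 4–6. The same genes led the rises with both peptides. Mgl2 (chromosome 11, 70130329 to 70137550) went from 0.201 ± 0.131 CPM in PBS to 40.6 ± 16.3 with 65–79*SE and 54.4 ± 15.9 with 65–79*PE, log2 fold changes of 7.58 (SE 0.22, adjusted p 5.32e-15) and 8.04 (SE 0.22, adjusted p 1.64e-15). In the label sets they were 7.60 and 7.74 with 65–79*SE, and 7.92 and 8.36 with 65–79*PE. Mmp12 (chromosome 9, 7344381 to 7369499) rose by 5.55 (SE 0.42) and 5.42 (SE 0.42), and Mrc1 (chromosome 2, 14229392 to 14332057) by 4.30 (SE 0.23) and 4.51 (SE 0.23). Mmp12 rose in replicates 1–3 and 4–6 by 6.02 and 4.97 with 65–79*SE and 5.88 and 4.85 with 65–79*PE, and Mrc1 by 4.46 and 4.17, and 4.64 and 4.40. Arg1 (chromosome 10, 24915221 to 24927484) was at or under 3 counts in PBS and at least 48.9-fold higher with 65–79*SE and 46.5-fold higher with 65–79*PE. Il17ra (chromosome 6, 120463247 to 120487559) fell with 65–79*SE by a log2 fold change of -1.33 (SE 0.09, adjusted p 7.94e-09) and with 65–79*PE by -1.66 (SE 0.09, adjusted p 2.20e-10), with -1.19 and -1.43, and -1.47 and -1.80, in the label sets. The other falls under the naming rule were Cx3cr1 (chromosome 9, 119901616 to 120069879) with -1.43 and Alox5 (chromosome 6, 116410077 to 116461178) with -1.24 for 65–79*SE, and Ifi44l (chromosome 3, 151758737 to 151762892) with -1.83 and Cxcl2 (chromosome 5, 90903871 to 90905938) with -1.66 for 65–79*PE. In the label sets Cx3cr1 changed by -1.20 and -1.63 and was called in neither (adjusted p 0.0785 and 0.158). Alox5 changed by -1.02 and -1.44 and was called in replicates 1–3 only (adjusted p 0.00223 and 0.0551), as was Cxcl2 with -1.46 and -1.86 (0.0218 and 0.0806), and Ifi44l changed by -1.63 and -2.01. Both tested M2 markers, Arg1 and Mgl2, were called higher with both peptides in each label set. The 2 called M1 markers, Cxcl10 and Tnf, were lower with both, Cxcl10 by -1.29 and -2.20 and Tnf by -0.76 and -1.09. Adjusted over the list alone, 3 M1 markers differed with each peptide. The third was Nos2 with 65–79*SE, which was higher by 1.43 (list adjusted p 0.0193, with 0.22 and 2.39 in the label sets), and Il23a with 65–79*PE, which was lower by a log2 fold change of -1.48, with -1.72 and -1.04. Without 65–79*SE replicate 4 Nos2 was at 0.60 (list adjusted p 0.0979), and Il23a with 65–79*SE at -1.03 (0.0320) in place of -0.34 (0.499). With 65–79*SE Cxcl10 changed by -0.95 and -1.51 in the label sets and Tnf by -1.08 and -0.43, and with 65–79*PE by -1.64 and -2.57, and -1.06 and -1.07. With 65–79*SE, Cxcl10 and Tnf each lost the call in 5 of 6 fits that left out a replicate number (adjusted p 0.0442 to 0.0880 and 0.00516 to 0.130), and Cx3cr1 lost it without replicate 2 or 5 (0.0266 to 0.0796).

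Between the peptides with Il-4, 1 of 13494 genes was called, and 1120 were past an unadjusted p of 0.05. In replicates 1–3 and in replicates 4–6 the count was 0, with 557 and 1055 at an unadjusted p under 0.05. The count was moved most by dropping the low count filter, which gave 155. Rnase4, named after its values were seen, was lower with 65–79*SE by a log2 fold change of -0.79 (SE 0.12, adjusted p 0.0375), at 5.53 ± 0.761 CPM against 9.67 ± 1.84. The paper lists Rnase4 among the genes that 65–79*SE lowered with Il-4. It was lower by -0.66 and -0.93 in the label sets, and its adjusted p ran from 5.87e-06 to 0.878 over 16 alternatives, 6 of them under 0.05. Rnase4 (chromosome 14, 51091077 to 51106151, plus strand) overlaps Ang (51091150 to 51102009) on the same strand, so its count is uncertain. The label set log2 fold changes had a Pearson r of 0.120 across genes. Mgl2 was lower with 65–79*SE by a log2 fold change of -0.47 (SE 0.13, edgeR p 0.00162 unadjusted and 0.361 adjusted over all genes), with -0.32 and -0.62 in the label sets and -0.51 to -0.37 when a replicate number was left out. Adjusted over the list alone (2 M2 markers) its p was 0.00325, with a fold under 1.5, so this difference was larger than the replicate error but was not called over all genes. Arg1 was nearly level at 0.08 (SE 0.26, unadjusted p 0.770). Of 5 tested M1 markers 0 were called over all genes (4 at an unadjusted p under 0.05) and 2 adjusted over the list alone. These were Ccl2, higher with 65–79*SE by 0.74 (0.47 and 1.05 in the label sets), and Nos2, higher by 1.41 (0.12 and 2.38). Without 65–79*SE replicate 4 they were 0.70 and 0.57, and the adjusted p over the list rose from 0.0315 to 0.0753 and 0.167.

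**Figure D4:**
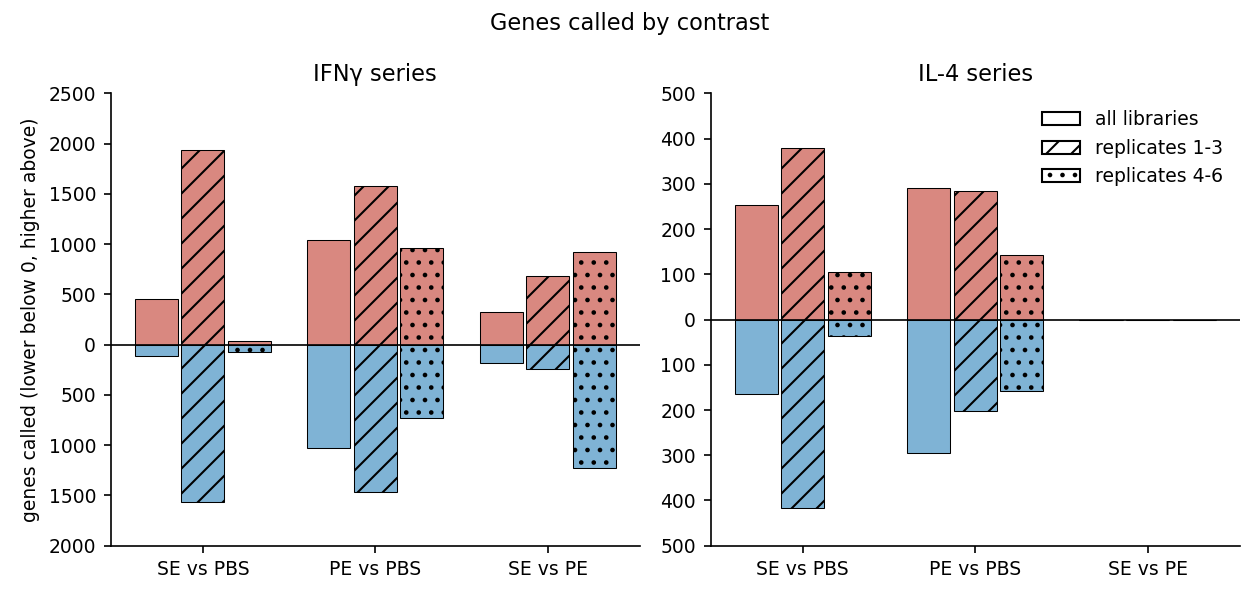
Number of genes called higher (red, above 0) and lower (blue, below 0) in each contrast of the IFNγ series (left) and the Il-4 series (right, on a smaller scale), with plain bars for all libraries, striped bars for replicates 1–3 and dotted bars for replicates 4–6. The direct comparison of the peptides had 509 calls over all libraries with IFNγ and 1 with Il-4.

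Genes called for 65–79*SE only with Il-4 numbered 136, of which 1 differed directly (40 at an unadjusted p under 0.05), and 305 were called for 65–79*PE only, of which 0 differed directly (121 at an unadjusted p under 0.05). Both peptides shared 282 calls in the same direction. Pearson r of the changes against PBS was 0.837 (0.879 in replicates 1–3 and 0.747 in replicates 4–6), where shared PBS libraries alone gave 0.499, 0.499 and 0.511. Both peptide groups carried the Il-4 response against PBS, which the simulated groups lacked, so the higher r does not show that the peptides act alike. Lists of the genes that the study named as specific to a peptide with Il-4 held 25 genes. They left out a gene that the paper names as raised by 65–79*SE. All 25 were called against PBS in the named direction. The study picked these genes from these libraries, so this is not independent evidence. Of the 25, 9 were also called for the other peptide, 1 (Rnase4) differed directly over all genes and 7 adjusted over the list alone. In replicates 1–3 and 4–6, 20 and 11 of the 25 were called.

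With Il-4 the Il-4 response rose by a median of 3.00 (13 of 13 genes, adjusted p 7.40e-34) with 65–79*SE and 2.54 (12 of 13, adjusted p 6.94e-28) with 65–79*PE. In the label sets it rose by 3.49 and 2.77, and by 2.94 and 2.80. The M2 markers, with 2 genes tested, rose by 6.59 and 6.76, or 6.42 and 6.63 with Arg1 at its bound. The type I interferon response fell with 65–79*PE (-0.92, 0 of 17 higher, adjusted p 3.37e-07) and held under fry over all libraries. It was -0.67 in replicates 1–3 and -0.89 in replicates 4–6. With 65–79*SE it also fell in replicates 1–3 (-0.47, 1 of 17 higher, camera adjusted p 0.00292, fry 0.0192). It was not called with 65–79*SE in replicates 4–6 (0.16) or over all libraries (-0.14). M1 markers (-1.12, with -1.11 and -1.07 in the label sets) and NF-κB targets (-0.20, not under fry, with -0.0889 and -0.30) also fell with 65–79*PE. In the direct comparison 5 lists were higher with 65–79*SE by camera and 0 by fry (3 of 8 at an unadjusted p under 0.05). They were the type I interferon response (0.68, 17 of 17 genes, adjusted p 1.73e-14), NF-κB targets (0.19, 26 of 30), M1 markers (0.72, 5 of 5), the IFNγ response (0.15, 15 of 17) and the endotoxin response (0.38, 7 of 9). In replicates 1–3 camera called only the type I interferon response, at 0.25, which did not hold under fry (adjusted p 0.0961). There fry called only the IFNγ response (adjusted p 0.0249), which camera did not. The medians of NF-κB targets, M1 markers, the IFNγ response and the endotoxin response were -0.00242, 0.11, 0.0436 and 0.11. All 5 were called by camera in replicates 4–6, with 1.08, 0.32, 1.09, 0.26 and 1.00, and did not hold under fry (adjusted p 0.0717 to 0.140). The library labelled 65–79*SE, replicate 4, lay above the other 5 of its group on several of these lists. Without it the medians were 0.38, 0.10, 0.57, 0.11 and 0.25, and the endotoxin response was no longer called. Cholesterol synthesis was not called in any pooled contrast of the Il-4 series. In replicates 4–6 camera called it lower with 65–79*PE than in PBS (-0.16, adjusted p 0.0259). It was also higher there with 65–79*SE than with 65–79*PE (0.14, adjusted p 0.0121), and neither call held under fry (adjusted p 0.108 and 0.154).

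Whether the difference between the peptides itself differed between the series was tested over both tables. It did for 1125 of 15916 genes (7.07%), 567 with a higher and 558 with a lower log2 fold change in the IFNγ series, and 3408 were past an unadjusted p of 0.05. The count was 1078 in replicates 1–3 and 2617 in replicates 4–6. DESeq2 gave 1753, the largest change among the alternatives on all libraries.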

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

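The tests on the libraries labelled 65–79*SE with IFNγ, replicates 4–6, and on replicate 4 of 65–79*SE with Il-4, the result without that library included, and the thinning of counts were chosen only after those results were seen. In 175 groups of libraries the most distant library was compared with the spread of the others, and 14 stood apart. About 1 in 20 groups does so by chance, which is 8.75 here, and 5 of the 14 came from a single library.

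The change against PBS differed between replicates 1–3 and replicates 4–6 for 5996 genes with 65–79*SE and 1979 genes with 65–79*PE in the IFNγ series, and for 4885 genes in the direct comparison of the peptides (edgeR quasi-likelihood test of the difference, Benjamini-Hochberg). Among 100 splits of the libraries, the real one included, the numbers with as many genes were 1, 7 and 1. The 6 other splits for 65–79*PE all kept the groups of replicates 1–3 and mixed those of replicates 4–6, which turns a shared change into a difference. The libraries labelled 65–79*SE, replicates 4–6, scored at the PBS level of the IFNγ list. An exchange with the PBS libraries is argued against, since the list was level between them (median -0.0893) and PBS did not carry the response. An exchange with the 65–79*PE libraries is argued against as well, since the slope of the 65–79*PE libraries of replicates 4–6 on the peptide difference of replicates 1–3 was -0.375 (-0.404 to -0.347, 3555 genes). A negative slope lies on the side of 65–79*PE and a positive one on that of 65–79*SE. The interval is over genes, which are not independent replicates, so it does not measure the spread between libraries. Low depth is not enough, since list counts were 15.8% of those with 65–79*PE while library totals were 76.9%. A block of the IFNγ response by 65–79*SE in general is excluded by replicates 1–3, where the list rose by a median of 3.18. The libraries did not carry the Il-4 response either (0.0607, against 2.91 in replicates 4–6 of the Il-4 series). The list medians in this paragraph are of edgeR fold changes. On the log2 CPM scale of the list tests the IFNγ list was at -0.08 and 3.16 in replicates 4–6 and 1–3, and the Il-4 list at 0.0688, against 2.77. The libraries were not the same as PBS in all respects, with 112 genes called and with M1 markers (-1.33), NF-κB targets (-0.37) and the type I interferon response (-0.45) lower by camera and fry. Part of these gaps came from PBS replicate 6, the highest of PBS replicates 4–6 on each list (type I interferon score 4.12, others 3.51 and 3.66). The libraries labelled 65–79*SE still scored under every PBS library of the set on each list (type I interferon 3.25 to 3.33). The cause of these differences was not tested. For the missing IFNγ response alone, a candidate explanation is that no IFNγ acted on the cells behind these libraries, either because none was added or because libraries of another condition have this label. The slope of the 65–79*SE change on the 65–79*PE change was 0.0278 in replicates 4–6 (1685 genes) and 1.02 in replicates 1–3. An effect of the peptide limited to the experiment of replicates 4–6 stays open and was not tested.

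In the Il-4 series the change differed between label sets for 652 genes with 65–79*SE. As many were found in 4 of 100 splits, and the 3 others kept the groups of replicates 1–3. It differed for 1 gene with 65–79*PE (1455 at an unadjusted p under 0.05), as in 6 of 100 splits. That gene, RP23-115O21.3, chosen after its values were seen, changed by -0.52 in replicates 1–3 and 6.18 in replicates 4–6. For the direct comparison 0 genes differed (430 at an unadjusted p under 0.05), as in 100 of 100 splits. Part of the difference between label sets may come from library chemistry. Histone genes were higher in PBS replicates 4–6 than in 1–3 by a median log2 of 6.20 (66 of 66 genes) in the IFNγ series and 9.10 (60 of 60) in the Il-4 series, as depletion of ribosomal RNA in place of poly(A) selection would give. Rn7s1 went with this in the IFNγ series only (6.41% of counts in PBS replicates 4–6), since it held 0.00171% in the Il-4 series. Whether reads of its near-identical copies were left out of that table was not tested, so for the Il-4 series the reading rests on the histone genes.

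The difference between the peptides differed between the series for 1125 genes, and 1 of 100 splits, the real one, gave as many. Since replicates 4–6 labelled 65–79*SE in the IFNγ series lacked the IFNγ response, the count within replicates 1–3, 1078, is the one free of them. Low power for 2-fold changes is argued against as the reason for the single call of the Il-4 series, for the case of many changed genes only. With known changes put into 200 genes of the real Il-4 libraries by thinning counts, a median of 76.9% of those changed 2-fold passed the adjusted p over 10 draws (65.7 to 89.6%), and 79.1% did in simulated data. For 1.5-fold changes it was 59.7% (46.3 to 65.7%), and 40.3% in replicates 1–3 alone. With the fold limit of a call added, the medians for 1.5-fold changes were 35.8% and 27.6%. Low power for changes of that size stays open. With all libraries 22 to 25 genes that were not thinned passed as well, so differences short of the threshold are not excluded, and 1120 genes had an unadjusted p under 0.05. The 200 changed genes thus made the adjusted p easier to pass, and power with few changed genes was not measured. The count itself was 11 with DESeq2 and 155 with no low count filter. The design names the cytokine as a biological explanation, which stays open, since each cytokine had its own table.

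The library labelled 65–79*SE with Il-4, replicate 4, stood above the other 5 of its group on the type I interferon list (4.69, others 2.88 to 3.06), the NF-κB list (5.02, others 4.26 to 4.34) and the endotoxin list (2.57, others 0.83 to 1.25), and in Nos2 (55.9 CPM, others 3.37 to 11.2) and Il23a (5.27 CPM, others 0.167 to 1.45). It was no IFNγ library by its IFNγ list, 0.19 above the mean of the others, and its depth of 22.7 M counts was ordinary. An inflammatory stimulus on these cells is a candidate explanation, with the endotoxin list 1.39 above replicates 5 and 6, but it cannot be told apart from other causes because only a single library shows it. Without that library the type I interferon list was still higher with 65–79*SE than with 65–79*PE, by 0.38, so it was not the sole cause of that result.

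Other libraries stood apart in single measures. Replicate 6 of each group in the Il-4 series had the highest share of mt-Rnr2, with 5.03% in PBS (others 0.0419% to 1.82%), 5.20% with 65–79*SE (others 0.0316% to 1.27%) and 5.24% with 65–79*PE (others 0.0425% to 1.28%). Replicates 4 and 5 came below it in the same order in each group, with 0.704% and 1.82%, 0.353% and 1.27%, and 0.594% and 1.28%, so the share went with the replicate number. PBS replicate 5 of the IFNγ series scored 1.65 on the IFNγ list (others 1.22 to 1.32), and PBS replicate 6 had Il23a at 6.47 CPM (others 1.04 to 2.81). In the Il-4 series PBS replicate 5 had Arg1 at 0.150 CPM (others 0 to 0.0370), near the floor. Replicate 5 of 65–79*SE scored -0.0434 on the M2 markers (others 0.26 to 0.40). Replicate 1 of 65–79*PE had Mmp12 at 75.6 CPM (others 16.8 to 22.8) and Mrc1 at 53.0 CPM (others 31.6 to 36.5). The groups give no biological explanation for a single library, and none was tested.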

How the results depend on the processing

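Each result was recomputed under the alternatives listed in the methods. Fits without SE replicate 4 in the Il-4 series, and list tests without a replicate number, were added after the data were seen. Where no cause is given below, the cause was not tested.

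The number of genes called for 65–79*SE against PBS with IFNγ, 569, was 907 with no low count filter, 25 without the label set term, 3505 in replicates 1–3, 112 in replicates 4–6, 168 with only the groups compared, 1348 with no fold limit and 330 with a fold over 2. The 6 fits that each left out a replicate number gave 14 to 1108. For 65–79*PE against PBS, 2076, it was 893 without the label set term, 5309 with no fold limit, 973 with a fold over 2, and 1682 to 2267 with a replicate number left out. The direct comparison with IFNγ, 509, gave 83 without the label set term, 933 and 2150 in the label sets, 1655 with no fold limit, 195 with a fold over 2, and 296 to 536 with a replicate number left out. The fits on fewer libraries and the fold limits change these counts by their construction.

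With Il-4, 65–79*SE against PBS, 418, gave 670 with no low count filter, 62 without the label set term, 795 and 141 in the label sets, 247 with only the groups compared, 1034 with no fold limit, 187 with a fold over 2, and 234 to 440 with a replicate number left out. For 65–79*PE against PBS, 587, it was 113 without the label set term, 302 in replicates 4–6, 1698 with no fold limit, 227 with a fold over 2, and 384 to 573 with a replicate number left out. The direct comparison, 1 gene, gave 11 with DESeq2, 155 with no low count filter, and 0 without the label set term, in each label set, with only the groups compared, with a fold over 2 and without SE replicate 4. It gave 0 to 1 with a replicate number left out, and the call in the fits without replicate 4 and without replicate 5 was not Rnase4. Under DESeq2, RLE size factors, no fold limit and protein-coding genes the IFNγ and Il-4 counts not given here stayed within 1.5 times.

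Genes called for a single peptide changed with the same settings. With IFNγ, the 133 for 65–79*SE only were 2 without the label set term and 363 with no fold limit, and the 46 that differed directly were 2 and 129. The 1640 for 65–79*PE only were 870 and 4324, and the 516 that differed directly 69 and 1129. With Il-4, the 136 for 65–79*SE only were 7 and 295, and the 1 that differed directly was 3 with DESeq2 and 0 without the label set term. The 305 for 65–79*PE only were 58 and 959, and the 0 that differed directly were 6 with DESeq2. Of the genes the study named, the 33 that differed directly with IFNγ were 11 without the label set term. With Il-4 the 25 called against PBS were 7, and the 1 that differed directly was 3 with DESeq2 and 0 without the label set term. The difference of the peptide contrast between the series, 1125 genes, was 1753 with DESeq2 and 2617 in replicates 4–6. Pearson r between label sets for the direct comparison with Il-4 was 0.120, and 0.228 with at least 10 counts in every library.

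The number of lists called with IFNγ was 3 for 65–79*SE against PBS, 3 for 65–79*PE against PBS and 2 for the direct comparison. With an estimated correlation 0 were called in each. The numbers in replicates 1–3 were 6, 5 and 4, and in replicates 4–6 5 for 65–79*SE against PBS and 5 for the direct comparison. With Il-4, 65–79*SE against PBS had 2, and 4 in replicates 1–3. For 65–79*PE against PBS 5 became 2 with an estimated correlation. The 5 of the direct comparison became 0 under fry, 0 with an estimated correlation and 1 in replicates 1–3. With a replicate number left out they ran from 2 to 6, stayed at 3 and ran from 1 to 2 with IFNγ, and ran from 2 to 3, 4 to 6 and 4 to 5 with Il-4. The 6 for 65–79*SE against PBS with IFNγ came without replicate 6.

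With the replicate number as a block the counts were 148 for 65–79*SE against PBS with IFNγ and 2 for the direct comparison with Il-4, 45 and 25 for the genes of 65–79*SE only with IFNγ and those that differed directly, 319 for those of 65–79*PE only that differed directly, and 2 for those of 65–79*SE only with Il-4 that differed directly. With Il-4 they were 504 for 65–79*SE and 652 for 65–79*PE against PBS. Libraries with the same number deviated together (r over 0.1) in 3 of 18 pairs with IFNγ (median r 0.0053), so the numbers did not pair the libraries there. With Il-4 they did in 13 of 18 pairs (median r 0.167, from -0.122 to 0.423), among them 65–79*SE with 65–79*PE in replicates 1, 2, 3, 4 and 6. By the chi-square per gene, 7 of 18 pairs with Il-4 lay closer than either library did to the others of its group and label set, and 11 did not (4 and 14 by the median over genes). Pairs of 65–79*SE with 65–79*PE were among the 7 in replicates 1, 5 and 6, and not in replicates 2, 3 and 4. With IFNγ 0 of 18 were closer. Neither measure held for every pair, so the numbers were not taken as pairs, but a shared step for part of the Il-4 libraries stays open. The 0 lists called by fry for the direct comparison with Il-4 come from the model without the replicate number as a block. No fry result with that block is given.

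Single genes and lists reversed in some fits. Without the label set term the direct comparison with IFNγ gave 0.21 for Nos2 and 0.40 for Cxcl10. With IFNγ the direct comparison in replicates 1–3 gave 0.76 for Nos2, 1.23 for Cxcl10, 0.48 for Ccl2, 0.43 for Tnf, -0.24 for Mgl2 and 0.49 for the M1 list, and 65–79*PE against PBS gave 0.13 for Mgl2. In replicates 4–6 65–79*SE against PBS gave -2.55 for Nos2, -1.70 for Cxcl10, -0.65 for Ccl2, -0.68 for Tnf, -1.60 for Il6, -0.0833 for the IFNγ list and -0.671 for the endotoxin list, and 65–79*PE against PBS gave -0.36 for Il23a. Across the 6 fits that each left out a replicate number, Il23a with 65–79*PE against PBS ran from -0.00508 to 0.61, and in the direct comparison Cxcl10 ran from -0.62 to 0.33 (above 0 without replicate 4, 5 or 6, at 0.33, 0.28 and 0.19) and Tnf from -0.27 to 0.0387. With Il-4, replicates 1–3 gave 0.21 for Ccl2 with 65–79*PE against PBS, and in the direct comparison -0.0258 for Tnf, -0.32 for Arg1 and 0.11 for the endotoxin list, whose test pointed the other way. Replicates 4–6 gave 0.67 for Il23a with 65–79*SE against PBS, which ran from -0.96 to 0.0925 with a replicate number left out. Nos2 with 65–79*PE against PBS ran from -0.21 to 0.42 (-0.21, -0.12 and -0.000480 without replicates 2, 3 and 6), and Arg1 in the direct comparison from -0.0465 to 0.22.

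Of 1334 fits of 90 named genes and lists, 1133 kept their direction and their side of the threshold, 129 were weaker, 40 stronger and 32 reversed. RLE size factors, protein-coding genes only and at least 10 counts in every library changed none of the 70, 68 and 41 they were run on. Lists that lost their call when a replicate number was left out were the M1 markers in the direct comparison with IFNγ (without replicate 4, 5 or 6), the endotoxin response with 65–79*SE and IFNγ (without replicate 1, 2 or 3) and in the direct comparison with Il-4 (without replicate 4), and with 65–79*PE and Il-4 the M1 markers (without replicate 6) and NF-κB targets (without replicate 5). Depth limits genes near the floor, such as Arg1 in PBS, to lower bounds. Of the planned list tests, 3 could not be run because fewer than 2 genes of the list passed the filter.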

Other observations

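The test of a uniform IFNγ response, the subsets of the IFNγ list and the test of depth between the tables were chosen only after the result was seen.

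Within replicates 1–3 the IFNγ list as a whole was level between the peptides, yet 14 of its genes differed, 7 higher and 7 lower with 65–79*SE. The MHC class II genes Ciita, H2-Ab1, H2-Aa, H2-Eb1 and Cd74 were lower in 5 of 5 cases, with a median of -0.58 (-0.57 with RLE size factors). The guanylate-binding protein genes Gbp2, Gbp3, Gbp4 and Gbp5 were higher in 4 of 4, with a median of 0.74 (0.75 with RLE size factors), and as paralogs they may share reads. A uniformly stronger or weaker response in one arm is argued against by genes outside the list. Of 879 called higher with 65–79*PE against PBS in replicates 4–6, 311 differed between the peptides in replicates 1–3, 206 higher and 105 lower with 65–79*SE, so 33.8% moved the less common way, where a uniform response would leave few. These genes were not split into responses to IFNγ and to the peptide. A trend with transcript length did not account for it, since 99.5% of the gap between the subsets was kept after its removal (1.32 before and 1.32 after, 96.8% of tested genes with a length). A peptide-specific shift in parts of the IFNγ response is therefore a hypothesis for replicates 1–3. Replicates 4–6 could not test it, since the libraries labelled 65–79*SE carried no IFNγ response there.

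The share of counts on protein-coding genes in PBS replicates 1–3 was 85.3% in the IFNγ table and 96.7% in the Il-4 table. Reads that match several places may have been counted in the first table only, since processed pseudogenes held 9.86% and 0.339% of the counts, a ratio of 29.1. Counting without regard to strand is argued against by the antisense gene share, with a ratio of 0.740, and depth by a ratio of totals of 1.2. No comparison above sets levels of the tables against each other in a test.

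Other splits of the libraries were counted for each number of calls, 100 for each contrast over all libraries, the real split included. As many genes were called in 2 splits for 65–79*SE against PBS in the IFNγ series. The other split, with 1012 genes, kept the groups of replicates 1–3 and exchanged a library between the groups of replicates 4–6, and within replicates 1–3 alone the count was 3505. As many were called in 1 split, the real one, for 65–79*PE against PBS and for the direct comparison with IFNγ, and for both peptides against PBS with Il-4. For the direct comparison with Il-4 9 of 100 splits gave at least 1 gene, so that call is no more than other groupings give. Within a label set 3 libraries against 3 make 10 splits, so the share cannot go under 0.1. The real split alone reached its count, 1 of 10, in both label sets for every contrast except the direct comparison with Il-4, where 10 of 10 splits gave at least the count of 0 (557 and 1055 genes at an unadjusted p under 0.05).

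The number of lists called by camera was not separated from other groupings. With IFNγ as many lists were called in 60 of 100 splits for 65–79*SE against PBS, 47 for 65–79*PE against PBS and 47 for the direct comparison. With Il-4 the numbers were 75, 17 and 27. Splits with unequal numbers of libraries that carried a cytokine response keep part of that response. Where the groups differ in it, these counts therefore cannot tell chance from the response. A count of lists also ignores how strong each list result was. The preset correlation of camera treats genes of a list as nearly independent, and list genes that move together between libraries could give such calls, since with an estimated correlation 0 lists were called for the direct comparison with Il-4.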
